A study of Mus musculus with 8 samples. Its data were reported in "Temporal refinement of Dach1 expression contributes to the development of somatosensory neurons" (2025).

How the data were processed

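Dorsal root ganglia were dissected from E18.5 mouse embryos, total RNA was extracted, and poly(A) libraries were prepared with a stranded Illumina kit and sequenced on a NovaSeq instrument. The authors aligned the reads to the GRCm39 mouse genome with STAR and counted them per Ensembl gene with featureCounts, and they deposited 1 file of raw counts per library, neither normalized nor filtered, with genes at 0 listed. Whether the counting used the strand is not stated, so overlapping and antisense genes were treated as uncertain. The libraries were not pooled. Each file listed the same 55414 Ensembl gene IDs and held 0 lines that name no gene. The assignment of the 8 libraries to AD1 OE and Control, with replicate numbers 1 to 4 in each, came from the sample titles and the genotypes in the labels.

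The reference annotation at hand was GENCODE M21 on GRCm38, an older build than that of the counts. It was used only for gene names, chromosomes, neighbouring genes, shared exons, transcript length and GC content, and no coordinates are given. Of the 55414 IDs, 52081 had a symbol there, and 2 symbols were brought up to date through RefSeq synonyms. All 154 genes of the preset lists had an ID.

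Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the groups (17721 genes), libraries were scaled by TMM, and AD1 OE was compared with Control by the quasi-likelihood F test with genotype as the only term and Benjamini-Hochberg adjustment over all tested genes. Genes were called at an adjusted p under 0.005 and an absolute log2 fold change over 0.25, the thresholds that the study used for this comparison. The study used DESeq2, which was run here as an alternative (version 1.42.0). CPM values were computed from the counts and the TMM-scaled library sizes and are given as mean ± SD over 4 libraries. TMM factors averaged 1.006 in AD1 OE and 0.994 in Control, a small difference that nevertheless separated the groups (exact permutation test, two-sided, p = 0.0286). The common biological coefficient of variation was 8.22%. Reads carried no molecular identifiers, so intervals from counts cover counting error only. The floor was taken as 3 counts, and a fold change is given as a bound where no library of a group lay above it.

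Marker sets (15) were tested with camera and fry from limma 3.58.1 on log2 CPM with a prior count of 2. The sets were written from general knowledge of DRG cell classes before the data were examined, as were the protein classes, the named-gene rule, the tests and most of the alternatives; later additions are identified as such. Dach1 was in no set. After the data had been seen, lists of 8 sympathetic neuron genes and of 8 further spinal cord genes were written before their values were looked up, and the sets were also tested without the genes of the preset lists. The study's own genes made up 2 members of each nociceptor set, 1 of the C-LTMR set (Th) and 5 of the TrkB LTMR set. Protein classes (5) were fixed by gene symbol and tested with Fisher's exact test against all tested genes, with 10000 random lists matched on mean expression in 20 bins as a second background. The text names the genes of 3 preset lists (target and locus genes, subtype determinants, study genes), of which single genes are not reported here, the 8 largest decreases and the 8 largest increases among called genes with a mean of at least 1 CPM, non-overlapping groups and a symbol that is not clone-based, 5 sex genes, and called genes within 10 Mb of Avil. Any other gene is named with the remark that it was chosen after its values were seen.

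Sex was read per library from a score, the log2 ratio of Ddx3y, Eif2s3y, Kdm5d and Uty to Xist, which ranged from -10.1 to -9.78 in the 4 libraries with Xist and from 3.79 to 4.97 in the other 4. The score, and later a 2-level term, entered the fit as a covariate. The alternatives were DESeq2 with and without a normal prior on fold changes, limma-voom, RLE, upper-quartile and no composition scaling, no expression filter and a filter of at least 1 CPM in at least 4 libraries, other thresholds and glmTreat, the replicate number as a block, loess offsets for GC content and transcript length (span 0.3), sex, and leaving out each library. A fit with robust empirical Bayes, the 2-level sex term, and the sex score in the set tests were added after the data had been seen. All 35 divisions of the 8 libraries into 4 and 4 were refitted.

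The tests were checked on simulated counts drawn from the real means and library sizes. Of 17539 genes, 208 were changed by known amounts. The edgeR test recovered 81.7% of them (88.0% of those with a log2 fold change of 1 and 75.9% of those with 0.6) with 2 false calls among 172, DESeq2 recovered 85.1% with 8 false calls among 185, and limma-voom recovered 81.2% with 3 false calls among 172. In the set test on these counts, the shifted set was found and 1 other set passed an adjusted p of 0.05. In 20 simulations without any change, 300 set tests on 17721 genes gave 0 false calls with camera and 1 with fry. Genes were drawn independently of each other in all these simulations, so false set calls that come from correlation between genes were not tested. Figures were drawn with matplotlib 3.10.9.

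Total counts were 44025625, 22340258, 25969867 and 27672828 in AD1 OE replicates 1 to 4 and 22339059, 32559426, 25484092 and 35722057 in Control replicates 1 to 4. The 10 most abundant genes took between 3.63% and 4.59% of the counts. Neither reads nor transcript isoforms were analysed here. The other assays of the study, such as immunostaining, behaviour and the Dach1 loss-of-function series, were not analysed here and are cited only as the study reported them.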

Results

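Transcript levels were measured by bulk RNA-seq in dorsal root ganglia (DRG), the ganglia beside the spinal cord that hold the cell bodies of the somatosensory neurons together with their glia. The ganglia came from mouse embryos at E18.5, shortly before birth. The 8 libraries fell into 2 groups of 4. Embryos of the genotype AdvillinCre/+;Rosa26Dach1/+ (AD1 OE, for overexpression) carried a Cre recombinase at the Advillin gene, which is active in sensory neurons, and a Dach1 copy at the Rosa26 locus that is transcribed once Cre has removed a stop cassette. Control embryos carried the same Rosa26 allele and no Cre. Dach1 encodes a transcription factor that becomes restricted to few DRG neuron subtypes during development, and the comparison asked which transcripts differ when it is expressed throughout the sensory neurons. The libraries held between 22339059 and 44025625 counts assigned to genes, and total counts did not separate the groups (exact permutation test, two-sided, p = 0.8286). The pairwise correlation of log2 CPM (counts scaled to a common library size) across genes within groups ranged from 0.988 to 0.995. All pairs of replicates differed by more than counting noise, with a chi-square per degree of freedom between 4.67 and 12.8, so each library was counted as its own replicate. The first principal component of the log2 CPM values held 30.6% of the variance and did not separate the groups completely (exact permutation test, two-sided, p = 0.0571).

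The sex of the embryos, which the labels do not give, was read from Xist and from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. In AD1 OE, replicates 1, 2 and 4 carried transcripts of the Y-linked genes and replicate 3 carried Xist. In Control, replicate 4 carried transcripts of the Y-linked genes and replicates 1, 2 and 3 carried Xist. Xist was at 993 CPM in AD1 OE replicate 3 and between 953 and 1119 CPM in Control replicates 1 to 3, against at most 2.97 CPM in the other 4 libraries. The groups therefore held 3 male and 1 female libraries in AD1 OE and 1 male and 3 female libraries in Control, an imbalance within what chance gives (Fisher's exact test, two-sided, p = 0.486). The first principal component separated the sexes (exact permutation test, two-sided, p = 0.0286), and the tests of single genes and of marker sets were therefore also run with sex as a covariate.

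**Figure D1:**
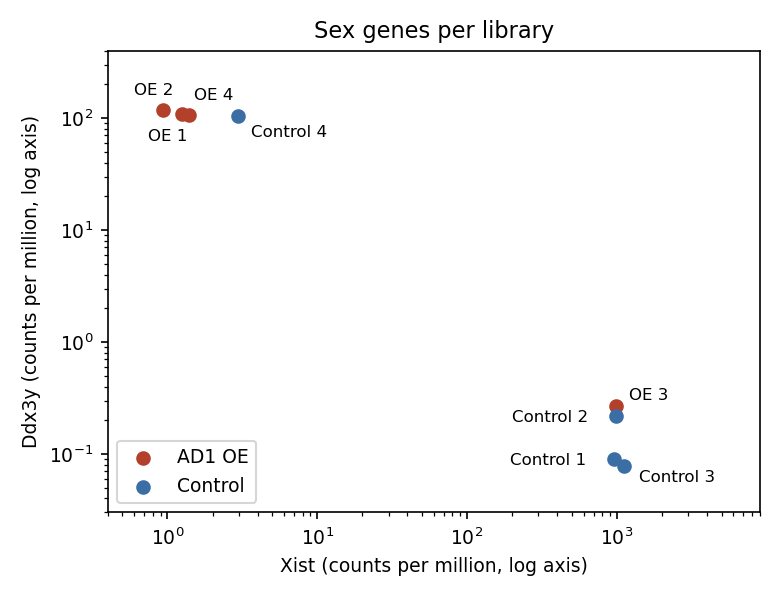
CPM of the Y-linked gene Ddx3y (vertical log axis) against CPM of Xist (horizontal log axis), 1 point per library, coloured by group. AD1 OE replicates 1, 2 and 4 and Control replicate 4 sit at the upper left with at most 2.97 CPM of Xist, and the other 4 libraries sit at the lower right with at most 0.268 CPM of Ddx3y.

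The Dach1 transcript was examined first because it checks the group labels. Dach1 (ENSMUSG00000055639, chromosome 14) was at 95.9 ± 5.28 CPM in AD1 OE and 32.6 ± 1.64 CPM in Control (mean ± SD, n = 4 each), and the lowest AD1 OE library, at 91.5 CPM, lay above the highest Control library, at 33.7 CPM. The log2 fold change was 1.56 with a standard error of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.77e-08). The alternative that moved it most was the DESeq2 fit with a normal prior, which gave 1.44. Counts per gene do not separate the transcripts of the Rosa26 copy from those of the endogenous gene. Avil (ENSMUSG00000025432, chromosome 10), the gene that carries Cre in AD1 OE, was at 464 ± 12.03 CPM in AD1 OE and 892 ± 35.1 CPM in Control, so that AD1 OE stood at 52.0% of Control. Its log2 fold change was -0.94 with a standard error of 0.04 (edgeR adjusted p = 1.98e-07). Avil shares exons with Tsfm in the annotation, which makes its count uncertain where reads fall in the shared part. Both changes kept their direction and stayed past the threshold in each of the 14 alternative fits and in each fit without 1 library. With an absolute log2 fold change over 1 required, Dach1 passes and Avil does not.

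**Figure D2:**
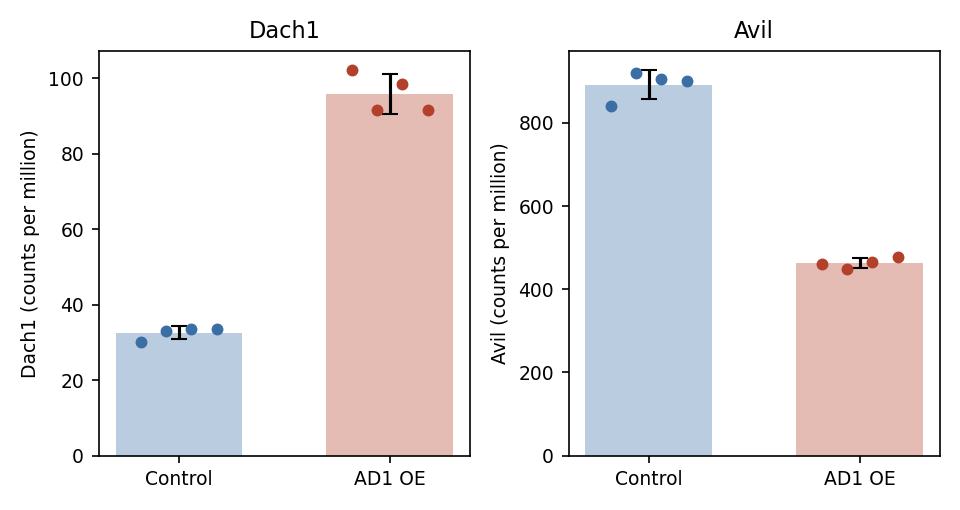
CPM of Dach1 (left) and Avil (right) in Control and AD1 OE. Points are the 4 libraries of each group, bars the means and error bars the SD. For both genes the 4 AD1 OE libraries do not overlap the 4 Control libraries, with Dach1 higher and Avil lower in AD1 OE.

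Across the transcriptome, 17721 of 55414 listed genes passed the expression filter and were tested. The edgeR quasi-likelihood test called 455 genes at a Benjamini-Hochberg adjusted p under 0.005 and an absolute log2 fold change over 0.25, of which 316 were lower and 139 were higher in AD1 OE. The lower genes made up 69.5% of the calls (Wilson 95% confidence interval 65.1 to 73.5, which treats the genes as independent). For each of the 455 called genes, the 4 AD1 OE libraries lay all above or all below the 4 Control libraries. Among all tested genes 13.0% were separated in this way, against 2.86% by chance. The changes were mostly moderate, with a median absolute log2 fold change of 0.59 for the lower genes and 0.49 for the higher genes. A fold change of at least 2 was reached by 68 of the lower and 19 of the higher genes. The median log2 fold change of all tested genes was 0.002. The count moved most with the threshold, in both directions. It was 1161 genes (733 lower, 428 higher) at an adjusted p under 0.05 with no limit on the fold change. With an absolute log2 fold change over 1 added, it was 129 (100 lower, 29 higher). At the thresholds used here, the count fell to 289 without AD1 OE replicate 1, where 78 genes were higher. The count of higher genes was 92 without Control replicate 3. With the sex score as a covariate 352 genes were called, among them 327 of the 455.

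Sex and genotype were also separated by comparing the groups within each sex, which sets 1 AD1 OE library against 3 Control libraries in females and 3 against 1 in males. Called genes, whose groups do not overlap, have the same sign in both sexes by construction, so genes were chosen on the change in 1 sex and read in the other. Among the 100 genes with the largest change in males, 77% had the same sign in females, and among the 100 with the largest change in females, 72% had the same sign in males, against 59.8% of all 15511 genes with a mean of at least 1 CPM. With 1 library on 1 side of each comparison, no test within a sex was made.

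**Figure D3:**
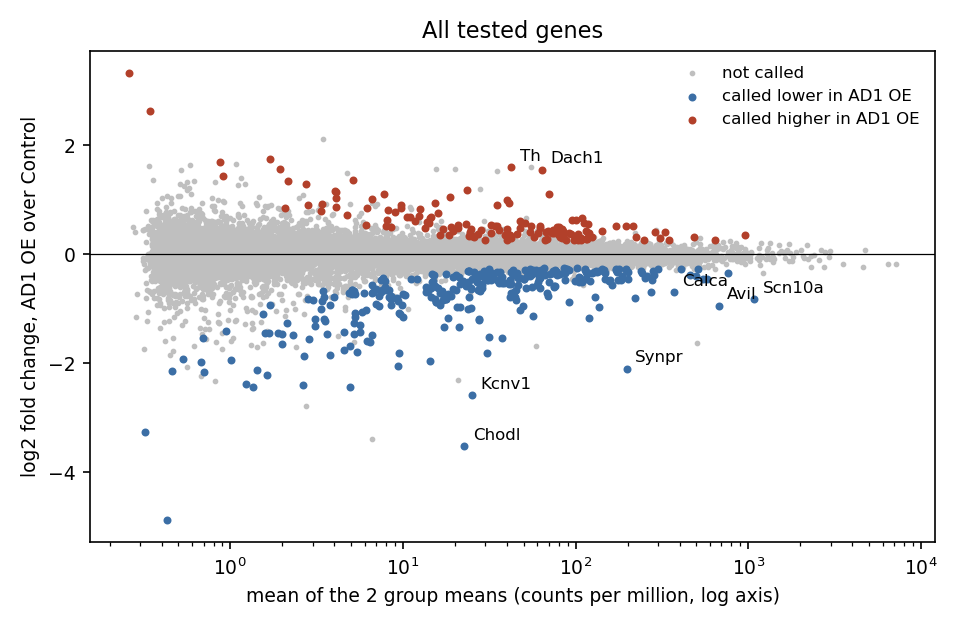
Log2 fold change of AD1 OE over Control (vertical axis) against the mean of the 2 group means in CPM (horizontal log axis) for the 17721 tested genes. Blue points are the 316 genes called lower, red points the 139 genes called higher and grey points the genes that were not called; the lowest point is Mrgpra3, whose AD1 OE libraries held at most 2 counts each.

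Transcripts of general subtype determinants were compared because the study, by immunostaining, found the main neuron subtypes in appropriate numbers. From these libraries it also reported Prdm12, Ntrk2 and Ntrk3 as not deregulated. None of Prdm12, Ntrk2, Ntrk3 and Isl1 was called (0 of 4), while 2 of the 4 had an unadjusted p under 0.05 in the edgeR test. The log2 fold changes of Isl1 (0.02), Prdm12 (0.09) and Ntrk2 (0.12) were not past the threshold, with edgeR adjusted p-values of 0.855, 0.382 and 0.189. Prdm12 shares exons with Gm13425 in the annotation. Ntrk3, which encodes TrkC, was at 343 ± 30.97 CPM in AD1 OE and 278 ± 16.9 CPM in Control, and its 4 AD1 OE libraries lay above the 4 Control libraries. Its log2 fold change of 0.30 had an edgeR adjusted p of 0.0171, above the threshold of 0.005. Ntrk3 was called without AD1 OE replicate 3 (log2 fold change 0.37, adjusted p 0.00107), under DESeq2 (adjusted p 1.71e-04) and without the expression filter (adjusted p 5.80e-05), and its adjusted p ranged up to 0.0974 with the sex score as a covariate. When p-values were adjusted over the list alone, 1 of the 4 genes, Ntrk3, was called. The call of Ntrk3 under DESeq2, the tool of the study, at the same thresholds differs from the study's report.

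Of 18 genes that the study names from this comparison or from the loss of Dach1, 16 were called, 13 lower and 3 higher in AD1 OE. When p-values were adjusted over the list alone, 17 were called. The study chose most of these genes on the same libraries, so neither count is independent evidence. On E18.5 sections stained for protein or transcript, the study also found Th and Mef2c higher and Calca, Mafa, Trpm8 and Cdh3 lower. The largest decrease was that of Chodl (ENSMUSG00000022860), from 41.8 ± 3.02 CPM in Control to 3.67 ± 1.26 CPM in AD1 OE, a log2 fold change of -3.52 with a standard error of 0.16 (edgeR adjusted p = 1.20e-07). Kcnv1 and Synpr followed with log2 fold changes of -2.58 and -2.10. Synpr fell from 320 ± 5.09 to 74.7 ± 6.52 CPM. Among genes tied to nociceptor function or identity, the log2 fold change was -1.81 for Mrgpra1, -1.31 for Oprk1, -1.20 for Trpm8, -0.83 for Scn10a, -0.77 for Mrgprd and -0.70 for Calca. Scn10a, which encodes the sodium channel Nav1.8, was the most abundant of these, at 1387 ± 79.7 CPM in Control and 781 ± 54.4 CPM in AD1 OE. The remaining lower genes were Mafa (-1.61), Shox2 (-0.86), Creg2 (-0.82) and Cdh3 (-0.79). Th was the gene of the list that rose most, from 21.2 ± 2.90 CPM in Control to 63.8 ± 3.45 CPM in AD1 OE (ENSMUSG00000000214, log2 fold change 1.60, standard error 0.08, edgeR adjusted p = 6.09e-07). Mef2c (0.38) and Meis2 (0.38) were also higher. Mef2c was no longer called with the sex score as a covariate (log2 fold change 0.35, adjusted p 0.00654, the highest over the alternatives, with the lowest at 9.23e-09). Calb2 was not called (log2 fold change 0.24, edgeR adjusted p 0.416), nor with the sex score as a covariate, where its change was largest (0.47, adjusted p 0.0365, the lowest over the alternatives). Scn4a had a log2 fold change of 0.92 with an edgeR adjusted p of 0.0102 and was not called, but it was called with the sex score as a covariate (1.18, adjusted p 4.79e-04), under DESeq2 (adjusted p 6.69e-05) and without the expression filter (adjusted p 3.59e-06), and the adjusted p ranged up to 0.0334 in the fits without 1 library. Mrgpra1 belongs to a family of similar genes between which reads can be split, and Trpm8, Creg2 and Shox2 share exons with another annotated gene, so their levels are uncertain to that extent. Every fit that left out 1 library called 16 genes of the list.

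**Figure D4:**
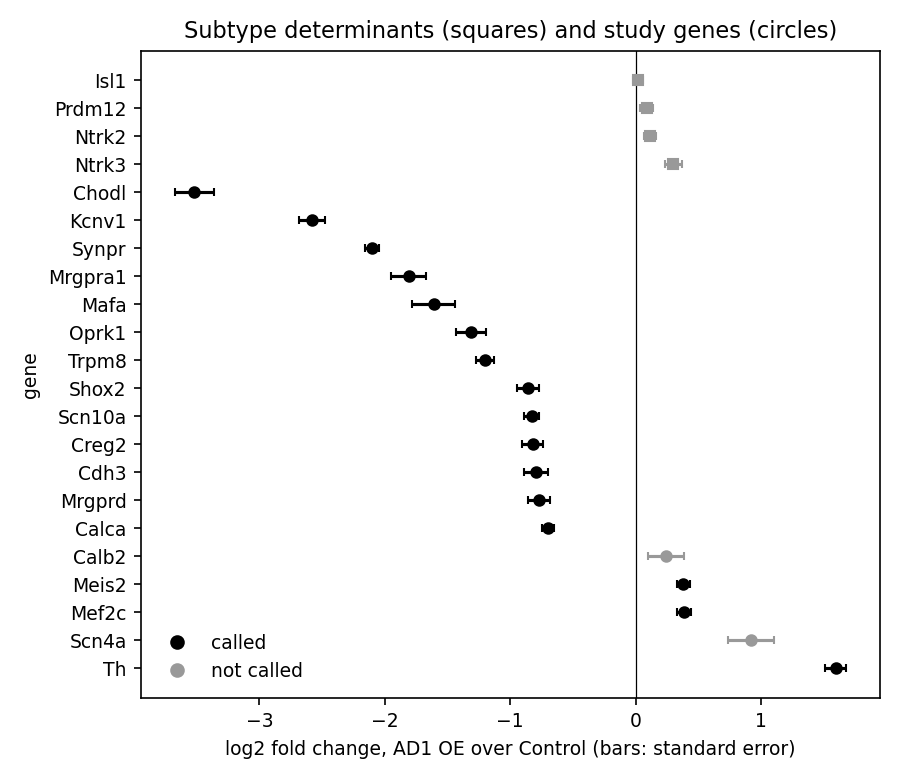
Log2 fold change of AD1 OE over Control (horizontal axis) for 4 subtype determinants (squares) and 18 study genes (circles), with standard errors as bars; black symbols were called and grey symbols were not. The subtype determinants lie between 0.02 and 0.30, and the study genes between -3.52 (Chodl) and 1.60 (Th).

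The genes with the largest changes were taken by a rule fixed beforehand from the called genes with a mean of at least 1 CPM. The 8 largest decreases were those of Chodl, Kcnv1, Tspan1, Hal, Slc10a2, Synpr, Trappc3l and Lgals3. Outside the genes given above, their log2 fold changes ran from -2.40 (Tspan1) to -1.96 (Lgals3). Hal and Slc10a2 were near the lower end of detection in AD1 OE, at 0.390 ± 0.212 and 0.541 ± 0.297 CPM against 2.08 ± 0.571 and 2.30 ± 0.333 CPM in Control. Hal lost its call in 4 of the 8 fits without 1 library, with an adjusted p of at most 0.00693, and Slc10a2 lost its call without AD1 OE replicate 1 (adjusted p 0.00620). The 8 largest increases were those of Cldn10 (1.74), Th (1.60), Kirrel3os (1.57), Dach1 (1.56), Reg3b (1.36), Naip1 (1.29), Moxd1 (1.18) and Ano2 (1.13). Cldn10 was at 2.61 ± 0.681 CPM in AD1 OE and 0.788 ± 0.327 CPM in Control, and it lost its call in 5 of the 8 fits without 1 library, with an adjusted p of at most 0.0103. With the sex score as a covariate, Hal (adjusted p 0.00993) and Cldn10 (adjusted p 0.0109) were not called, while their lowest adjusted p over the alternatives was 4.82e-09 and 4.76e-08. Reg3b and Naip1 belong to families of similar genes, and their counts are uncertain where reads were split between members.

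Markers of cell classes were tested as sets with camera, a competitive set test, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 15 preset sets. The peptidergic nociceptor set (9 tested genes, 2 higher) had a median log2 fold change of -0.50 (camera adjusted p = 1.99e-07). The non-peptidergic nociceptor set (14 tested genes, 3 higher) had a median of -0.68 (camera adjusted p = 7.00e-07). In this set Mrgpra3, singled out after its values were seen, was at 3 counts or fewer in every AD1 OE library and at least 7.89-fold lower than in Control, and the median was the same with Mrgpra3 placed at that bound. Both nociceptor sets were also past the threshold under fry, with an adjusted p of 8.31e-05 for each, but not under camera with an estimated correlation, with adjusted p-values of 0.0789 and 0.0828. Each nociceptor set held 2 genes named by the study, and without those the camera adjusted p-values were 3.78e-04 and 3.05e-04. In that test the C-LTMR set, without Th, was also lower (camera adjusted p 7.44e-04). With all their tested genes, none of the other 13 sets passed an adjusted p of 0.05 under camera, with 2 of them under an unadjusted p of 0.05. Their medians and camera adjusted p-values were -0.03 and 0.705 for pan-neuronal genes, -0.19 and 0.149 for C-LTMR (C-fibre low-threshold mechanoreceptors), 0.12 and 0.520 for TrkB LTMR, -0.08 and 0.398 for proprioceptors, 0.005 and 0.568 for glia, and 0.12 and 0.0739 for the injury response. For other tissues and states they were 0.02 and 0.835 for the cell cycle, 0.16 and 0.398 for fibroblasts, -0.02 and 0.931 for endothelium, 0.43 and 0.398 for erythroid cells, -0.08 and 0.562 for macrophages, -1.30 and 0.245 for the spinal cord, and 0.13 and 0.835 for skeletal muscle. The injury response set passed under fry (adjusted p 0.00758), with the stricter expression filter (0.0170), with the sex score as a covariate (0.0432) and without Control replicate 1 (0.0208), and the proprioceptor set passed under fry (0.0279). The spinal cord set passed without Control replicate 2 (0.00282). Members of the TrkB LTMR set moved in both directions, with Mafa and Shox2 lower and Mef2c higher, so its median describes no common change.

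**Figure D5:**
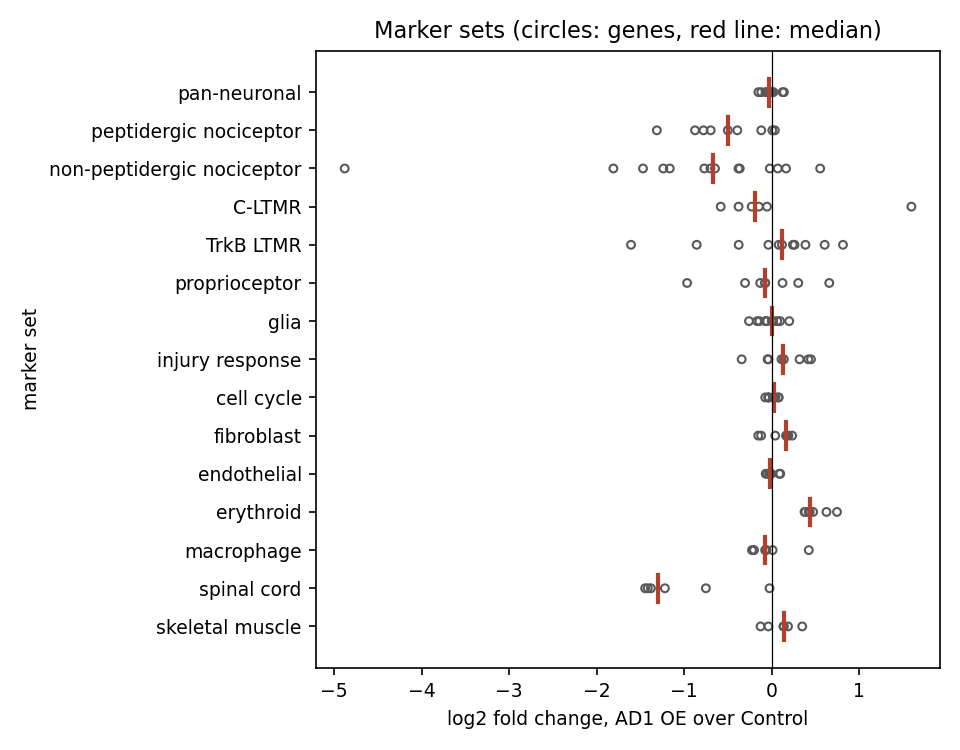
Log2 fold change of AD1 OE over Control (horizontal axis) of each tested gene (circles) in the 15 marker sets, with the set median as a red line. The medians of the peptidergic and non-peptidergic nociceptor sets lie at -0.50 and -0.68 and the pan-neuronal median at -0.03; the leftmost circle is Mrgpra3, whose fitted value rests on at most 2 counts per AD1 OE library.

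Protein classes fixed by gene symbol were compared between the called and all other tested genes with Fisher's exact test, two-sided, adjusted over 10 tests (5 classes in 2 directions), of which 5 passed an adjusted p of 0.05. Voltage-gated cation channels made up 16 of the 316 lower genes, from 146 tested members (odds ratio 7.08, adjusted p 7.69e-08). G protein-coupled receptors made up 16 of the lower genes, from 154 members (odds ratio 6.67, adjusted p 8.31e-08). Cadherins made up 9 of the lower genes, from 87 members (odds ratio 6.51, adjusted p 8.21e-05), and 0 of the higher genes, with 4 members higher at an unadjusted edgeR p under 0.05. Among the 139 higher genes were 5 ligand-gated channels from 66 members (Htr3b, Gria1, Asic3, Chrna3 and Gabrq, odds ratio 10.7, adjusted p 4.20e-04) and 5 voltage-gated cation channels (Cacna1h, Kcnh8, Kcna2 and Scn4b among them, odds ratio 4.61, adjusted p 0.0118). The names of these members were read after the values had been seen. Against 10000 random gene lists matched on mean expression, the overlap of the 5 classes that passed lay between the 99.29 and the 100 percentile. The excess of voltage-gated channels among the higher genes was not past the threshold in 5 of the 8 fits without 1 library, lowest without AD1 OE replicate 2 (odds ratio 2.52, adjusted p 0.324). Ligand-gated channels among the lower genes (4 genes, odds ratio 3.59, adjusted p 0.0503) passed in 7 of those 8 fits, with the lowest adjusted p of 0.00789 without AD1 OE replicate 3. Solute carriers were not enriched in either direction, with 5 of 303 members lower and 2 higher.

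Because AD1 OE and Control embryos differ in the Avil allele as well as in Dach1, the chromosomal surroundings were compared. Within 10 Mb of Avil, 3 of 130 tested genes were called (2.31%, against 2.56% elsewhere; Fisher's exact test, two-sided, p = 1). These were Myo1a (log2 fold change -0.45), Rnf41 (-0.33) and Gm9770 (a fitted value of 2.62). Gm9770 was close to the limit of detection in Control, with a mean count of 2.75 per library, so the size of its fold change is uncertain. Gm9770 lost its call without AD1 OE replicate 1 (adjusted p 0.00544), without Control replicate 4 (0.00525) and with the sex score as a covariate (fitted log2 fold change 2.50, adjusted p 0.00529). Within 10 Mb of the Rosa26 locus, 4 of 149 genes were called (2.68%, p = 0.794, Fisher's exact test, two-sided), namely Chl1, Tmem72, Grm7 and Cntn4, which were named after their values had been seen. Over the chromosomes, the share of called genes did not differ at an adjusted p under 0.05, with the lowest adjusted p of 0.0557 for chromosomes 3 and 11.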

Values the study reported

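With a cut-off of 0.25 on the absolute log2 fold change and an adjusted p-value below 0.005, the study counted 614 genes as misregulated in E18.5 AD1 OE ganglia. Of these, 404 were reduced and 210 were increased. Its methods also give a rule of an FDR-corrected p-value under 0.05 with an absolute log2 fold change above 1 for choosing candidate genes.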

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

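In each group of 4 libraries, the gap between the most extreme library and its nearest neighbour, divided by the range of the group, was compared with Dixon's 95% critical value for 4 values. Of 142 groups of values, 20 passed it, where chance gives about 7.1. The tests of sex by covariate, of total counts and of GC content and length were chosen first, and the tests of muscle, of other tissue and of genes that differ by sex, as well as the comparison of the muscle score with other scores, were chosen only after the results had been seen.

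Of those 20, 9 came from the sex genes, out of 10 groups of values of such genes. In Control, replicate 4 stood apart for Xist (gap over range 0.851), Ddx3y (0.999), Eif2s3y (0.999), Kdm5d (0.999) and Uty (0.999). In AD1 OE, replicate 3 stood apart for Xist (1.000), Ddx3y (0.900), Kdm5d (0.927) and Uty (0.902). These values follow from 1 library of the other sex in each group, since Xist and the Y-linked genes move in opposite directions in the same libraries. A sex difference between the groups as the cause of the 455 calls was tested in advance through the share of calls kept with the sex score as a covariate, which was 71.9%. By the rule first set for that test, such a share, between the limits set for and against sex, decides nothing. What argues against sex as the whole cause was read after the values had been seen. Dividing the libraries by sex, which the real groups do not follow, called only 6 genes, and in the fit with genotype and the sex score 12 genes differed by sex where 352 differed by genotype, at the same thresholds. A part played by sex in single genes stays open.

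Outside the sex genes 11 of 132 groups passed, where chance gives about 6.6, so most of the following are within what chance gives. For Chodl in AD1 OE (0.867), replicate 3 was at 5.55 CPM and the others between 2.85 and 3.21 CPM, far below every Control library, so the direction does not rest on it. For Scn4a in AD1 OE (0.836), replicate 3 was at 8.64 CPM and the others between 5.47 and 5.99 CPM. For Pcdh9 in AD1 OE (0.846), chosen after its values were seen, replicate 3 was at 67.9 CPM and the others between 72.6 and 73.4 CPM. AD1 OE replicate 3 was the only female AD1 OE library, and it had the highest mean log2 CPM of the skeletal muscle set, 6.36 against 3.77 to 5.55 in the other 7 libraries. For Mef2c in Control (0.905), replicate 1 was at 70.3 CPM and the others between 82.2 and 83.4 CPM. For Reg3b, Control replicate 3 (0.886) was at 3.46 CPM against 2.68 to 2.77 CPM, and AD1 OE replicate 4 (0.854) at 6.48 CPM against 7.64 to 7.84 CPM. The others were Tspan1 in Control (0.840, replicate 3 at 3.81 CPM against 4.58 to 4.72), Lgals3 in Control (0.860, replicate 2 at 25.3 CPM against 21.5 to 22.1) and Kirrel3os in Control (0.935, replicate 2 at 1.37 CPM against 0.819 to 0.855). In none of these genes did the 2 groups overlap. Differences in total counts, which did not separate the groups (exact permutation test, two-sided, p = 0.8286), and bias from GC content or length, whose removal left 95.2% of the 455 calls in place, were tested for the comparison of the groups and not for single libraries. No biological explanation for a single library was tested, since the labels give none.

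2 mean scores of marker sets also stood apart. The glia score of AD1 OE replicate 2 (0.917) was 7.18 against 6.91 to 6.93 in the other AD1 OE libraries, and the Control libraries ran from 6.93 to 7.14. The erythroid score of Control replicate 4 (0.847) was 3.31 against 4.09 to 4.23, and AD1 OE replicate 4 had a similar score of 3.37 while AD1 OE replicate 2 reached 5.40. Blood left in the tissue, for which the list holds haemoglobin genes, may explain the spread of the erythroid score over both groups. Of the mean scores of 6 other tissues, erythroid cells included, 0 separated the groups as the called genes do (exact permutation test, two-sided, p from 0.257 to 1), so such tissue is argued against as the source of most calls.

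Of the 12 genes that differed between the sexes with genotype in the model, 5 were Y-linked, 2 X-linked (Xist and Atp1b4) and 5 autosomal. The autosomal genes, named after their values were seen, were Casq1, Casq2, Ampd1, Myh8 and Gm28653, and the first 4 are known as genes of skeletal muscle. A candidate explanation is muscle carried over unevenly in the dissection, which would follow sex by chance. The first test was whether the sex difference is lost with the muscle score as a further covariate, and the comparison with other scores was added once its value was known. With the muscle score, 0 of the 5 autosomal genes still differed, while 6 of the 7 sex-linked genes did, all but Atp1b4. But 5 of the other 14 set scores, used in its place, also left 0 of the 5, so the loss of significance decides nothing. The muscle score left 44.5% of the log2 difference (median of the 5 genes), and the other scores left between 49.3% and 105.1%. The 6 genes of the skeletal muscle set, none of them among the 5, were all lower in males as well (log2 differences of -1.95 to -1.39, 6 at an unadjusted p under 0.05), and the muscle score varied within each sex and overlapped between them, from 4.67 to 6.36 in females and from 3.77 to 4.77 in males. With group and sex taken out, which leaves 6 libraries, the 5 genes followed the muscle score (median Pearson r = 0.807), but they followed the C-LTMR score as closely (0.834). Muscle transcripts as a whole thus differed, and whether by uneven carry-over or by sex cannot be told apart for these 5 genes, since 3 of the 4 female libraries had a higher muscle score than any male library.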

How the results depend on the processing

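Dach1 stayed higher and Avil lower, past the threshold, in the 14 alternative fits and the 8 fits without 1 library, with log2 fold changes of 1.44 to 1.58 for Dach1 and -0.97 to -0.91 for Avil. In the same fits the study genes called numbered 16 or 17. The protein classes past the threshold numbered 4 to 6 over 3 other choices of genes or background and the 8 fits without 1 library. These ranges do not cover the other thresholds on single genes.

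With the Wald test of DESeq2, 657 genes were called, including all 455, and the higher genes numbered 228. Without the expression filter 747 genes were called (476 lower, 271 higher, 63.7% lower), 453 of the 455 among them; the prior degrees of freedom of the fit rose from 5.69 to 45.7, which lowers p-values at this number of libraries. With library size alone the share of lower genes was 64.7%. At an adjusted p under 0.05 with no limit on the fold change there were 1161 calls (733 lower, 428 higher, 63.1% lower). With an absolute log2 fold change over 1 added there were 129 (100 lower, 29 higher, 77.5% lower). The glmTreat test against a log2 fold change of 0.25 gave 180 (139 lower, 41 higher, 77.2% lower); these 3 counts differ by the construction of the threshold. The subtype determinants called numbered 1, Ntrk3, with DESeq2 with or without the normal prior and with no expression filter. The counts under the remaining alternatives that kept all 8 libraries ran from 348 to 597.

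Under the sex score, Isl1 had a log2 fold change of -0.013, Ddx3y -0.50, Eif2s3y -0.68, Kdm5d -0.49 and Uty -0.55, each positive without it; the score is built from these Y-linked genes, so their values there carry no meaning. With the 2-level sex term, added after the data had been seen, Isl1 was at -0.011 and 362 genes were called. Isl1 was near 0 throughout. Robust empirical Bayes, also added later, called 504 genes, 449 of the 455 among them.

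Replicate numbers did not pair the libraries. The correlations of deviations from the group means for the same number were -0.01, -0.05, -0.04 and 0.31. With the replicate block, 348 genes were called, 333 of the 455 among them, and 457 with the block together with the GC content and length offsets; the offsets alone gave 512.

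Across the 8 fits that each left out 1 library, the calls ranged from 289 (without AD1 OE replicate 1, the deepest library) to 420, the higher genes from 78 (without AD1 OE replicate 1) to 142, with 92 without Control replicate 3, and the share of lower genes from 66.2% to 73.9% (without Control replicate 1). Fewer libraries give fewer calls by construction. The subtype determinants called ranged from 0 to 1 (Ntrk3, without AD1 OE replicate 3). Isl1 ranged from -0.0035 (without AD1 OE replicate 1) to 0.048. Hal, Slc10a2, Cldn10, Gm9770, Gal, Lmo7 and D130009I18Rik each lost the call in at least 1 of these fits.

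For the marker sets, 4 passed under fry, including the proprioceptor set (0.0279) and the injury response set (0.00758). With camera and an estimated correlation 0 passed, with 3 at an unadjusted p under 0.05, the nociceptor sets at 0.0789 and 0.0828, their highest adjusted p over the alternatives, while in the fits without 1 library these stayed at or under 3.15e-06; the cause was not tested. The proprioceptor set reached 0.866 there and ranged from 0.312 to 0.592 in the fits without 1 library. The injury response set passed with the stricter filter (0.0170) and, in a fit added later, with the sex score (0.0432), where 4 sets passed and the skeletal muscle set changed direction (0.0250). Without 1 library, the injury response set ranged from 0.0208 (without Control replicate 1) to 0.165, and the spinal cord set from 0.00282 (without Control replicate 2) to 0.524 (without Control replicate 1). Among single genes and odds ratios under the other alternatives, 740 values were the same, 13 weaker, 11 stronger and 6 reversed. Leaving out 1 library, 470 were the same, 25 weaker, 8 stronger and 1 reversed. The reversed values were those of Isl1 and the Y-linked genes given above. Unless a construction is given, the cause was not tested.

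In simulation 88.0% of changes of 1 on the log2 scale and 75.9% of those of 0.6 were recovered, so smaller changes were missed more often.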

Other observations

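The tests of chance, sex, library size, linkage to Avil, GC content and length, and of fewer neurons were chosen first, and all other tests below were chosen only after the pattern they bear on had been seen.

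The count of calls was compared with all other divisions of the libraries. Only 1 of the 35 divisions of the 8 libraries into 4 and 4, the real one, called 455 genes or more. The other 34 called between 0 and 6 genes, with a median of 0. Total counts did not separate the groups (exact permutation test, two-sided, p = 0.8286), the GC content and length offsets left 95.2% of the calls in place, and the share of called genes near Avil was that of the rest of the genome (Fisher's exact test, two-sided, p = 1), which argues against a haplotype carried along with the Cre allele there. Tissue carried over in the dissection is argued against as the cause of most calls by the mean scores of 6 other tissues, of which 0 separated the groups (exact permutation test, two-sided, p from 0.257 to 1), where each called gene did. Its effect on single genes stays open, as the spinal cord markers below were higher in 2 Control libraries. Sex was argued against above as the whole cause, with 71.9% of the calls kept under the covariate. That reading was changed after the values were seen. With these set aside, a response to the AD1 OE genotype remains a hypothesis for the bulk of the calls. The study kept the Rosa26 Dach1 mice on a mixed C57Bl/6J and CD1 background. A difference between the groups in background away from the regions examined, in litter or in dissection batch was not tested and stays open. The genotype joins Dach1 expression, EGFP expression from the same Rosa26 allele, Cre expression and an altered Avil allele, which the 2 groups cannot separate.

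The calls numbered 455 here, 316 lower and 139 higher, each below the value quoted from the study above. On the same counts the Wald test of DESeq2 gave 657 (429 lower, 228 higher), each above the quoted value, and DESeq2 with a normal prior gave 597 (400 lower, 197 higher), each below it, so the choice of test may account for the difference.

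Fitting sex as a 2-level covariate lowered the calls from 455 to 362. If true sex effects were the reason, the real assignment would remove more calls than other covariates of the same imbalance. Of 15 such covariates, which each set 1 AD1 OE library and 3 Control libraries against the rest, 14 left as few calls or fewer, with a median of 281 and a range of 241 to 373. The loss is therefore more likely the price of a covariate that overlaps with genotype than a sign of sex effects among the calls.

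Avil stood at 52.0% of Control in AD1 OE. The difference of its log2 fold change from -1, the value for the loss of 1 of 2 equal alleles, was 1.26 standard errors. This is consistent with no transcript being counted from the allele that carries Cre. A decrease of Avil in response to Dach1 stays open, since every AD1 OE embryo carried both.

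The nociceptor sets fell while the pan-neuronal set did not (median log2 fold change -0.027), which argues against fewer neurons in the AD1 OE ganglia. Prdm12, which most nociceptors express at this stage, did not fall (log2 fold change 0.09), where the nociceptor sets had medians of -0.50 and -0.68, but 1 gene does not decide whether there were fewer nociceptors. Fewer nociceptors, the loss of a small nociceptor subtype, or lower transcript levels in nociceptors that are present, may each give the pattern, and bulk counts do not part them. The study's immunostaining at E18.5, which included Prdm12, found appropriate numbers of the main subtypes in AD1 OE. Those cell counts speak against fewer nociceptors in general, and they leave a small subtype open.

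Th rose although the C-LTMR set it belongs to did not. Without Th, which Control libraries expressed at 18.8 to 24.6 CPM, 0 of the 5 other C-LTMR markers (Slc17a8, Tafa4, Zfp521, Gfra2 and Runx1) were higher, and their median log2 fold change was -0.23. Taken as a set without the genes named by the study, they were lower (camera adjusted p 7.44e-04, fry adjusted p 0.00140). More C-LTMR neurons could raise them, but the study ties Runx1 to the specification of nociceptors, whose sets fell. These markers therefore cannot decide whether there were more C-LTMR neurons. Sympathetic ganglia, which also express Th, were considered with a list of 8 markers, none of them in another list, written before the test, of which 4 (Dbh, Slc6a2, Gata2 and Slc18a1) were expressed enough to be tested and the other 4 were not. Their median log2 fold change was -0.38, none of the 4 was higher in AD1 OE, 0 were called and none had an unadjusted p under 0.05, and the most abundant, Gata2, was at 2.88 CPM in AD1 OE and 3.00 CPM in Control. Sympathetic carry-over is therefore argued against as the source of Th. Higher Th in cells outside the C-LTMR class, more Th per C-LTMR neuron, or more C-LTMR neurons might explain the rise. None of these was decided here. The study counted neurons stained for TH on sections and described an expansion at E18.5 that was absent at E13.5. Those counts speak for more neurons with detectable TH, whose class the study does not give.

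Spinal cord markers were uneven between libraries, with mean log2 CPM of 1.45 in Control replicate 1 and 0.90 in Control replicate 4, against -0.97 to 0.10 in the other 6. If spinal cord tissue had been carried over, a second list of spinal cord genes should be highest in Control replicate 1 as well. Of 7 genes of that list of 8 with enough counts, 4 were highest there, where 1 of 8 libraries would be the highest by chance for each. The mean log2 CPM of the second list was -0.75 in Control replicate 1 and a little higher, at -0.64, in Control replicate 4, against -2.23 to -1.53 in the other 6. Olig1, the most abundant, was at 3.68 CPM in Control and 1.13 CPM in AD1 OE. Carry-over of spinal cord in these 2 Control libraries is therefore a candidate source of these transcripts. The sympathetic score was also highest in Control replicate 1, at 0.86 against -1.38 to -0.49 in the other libraries. Of the second list, 4 genes were tested and 0 were called, with 2 (Olig1 and Pax6) at an unadjusted p under 0.05.

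Near Dach1 on chromosome 14, 4 of 35 other tested genes within 10 Mb were called (11.4% against 2.55% elsewhere; Fisher's exact test, two-sided, p = 0.0119, adjusted over the 3 regions examined 0.0357). They were Klf5 (log2 fold change -0.66), Pcdh9 (-0.36), Lmo7 (-0.79) and D130009I18Rik (0.28), chosen after their values were seen. Lmo7 lost its call without AD1 OE replicate 1 (adjusted p 0.00520) or replicate 4 (0.00504), with 5.20e-05 the lowest of the 8 fits without 1 library, and D130009I18Rik lost its call in 5 of the 8 fits without 1 library, under the replicate block, under the GC content and length offsets and with sex as a covariate. Among all 17582 windows of the same width elsewhere with at least 20 tested genes, 0.131% had as high a share of called genes. As most of those hold more genes, the comparison was then limited to the 518 windows with 20 to 50 tested genes, where 2.32% had as high a share. These shares depend on the fit. With the calls of the 14 alternatives, 3 to 5 genes of the region were called, and 2.32% to 23.9% of the 518 windows had as high a share (under 5% in 8 of the 14; Fisher's exact test, two-sided, p at most 0.0792). In the fits without 1 library, 2 to 4 genes were called, with 2 without AD1 OE replicate 1 (Fisher's exact test, two-sided, p = 0.110) and without AD1 OE replicate 4 (p = 0.144, the same test), and 0% to 23.7% of the windows had as high a share (under 5% in 3 of the 8). Neighbouring windows also share genes, and the region was singled out after its value was seen. With so few called genes, chance clustering and an effect near Dach1 cannot be told apart. The extra Dach1 copy lies on another chromosome, and no mechanism was tested.

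Single members of the proprioceptor and injury response sets were called, and these were chosen after their values were seen. The sets themselves had camera adjusted p-values of 0.398 and 0.0739, and passed under fry (adjusted p 0.0279 and 0.00758). Etv1, of the proprioceptor set, fell from 181 ± 14.1 to 92.6 ± 9.20 CPM (log2 fold change -0.97, edgeR adjusted p 6.39e-06), while Ntrk3 of the same set did not fall. Gal (0.42, adjusted p 9.59e-04) and Sox11 (0.45, adjusted p 1.05e-04) of the injury response set were higher, and Gal lost its call without AD1 OE replicate 1 (adjusted p 0.00510, with 0.00117 the lowest of those 8 fits). Chodl and Shox2, which the study reported as higher after loss of Dach1, were lower here after its overexpression, and no explanation was tested.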
